# Alterations in fecal β-defensin-3 secretion as a marker of instability of the gut microbiota

**DOI:** 10.1080/19490976.2023.2233679

**Published:** 2023-07-18

**Authors:** Zarwa Saqib, Giada De Palma, Jun Lu, Michael Surette, Premysl Bercik, Stephen Michael Collins

**Keywords:** Irritable bowel syndrome, antimicrobials, high fat diet, high salt diet, stress, microbiota, defensins

## Abstract

Compositional changes in the microbiota (dysbiosis) may be a basis for Irritable Bowel Syndrome (IBS), but biomarkers are currently unavailable to direct microbiota-directed therapy. We therefore examined whether changes in fecal β-defensin could be a marker of dysbiosis in a murine model. Experimental dysbiosis was induced using four interventions relevant to IBS: a mix of antimicrobials, westernized diets (high-fat/high-sugar and high salt diets), or mild restraint stress. Fecal mouse β-defensin-3 and 16S rRNA-based microbiome profiles were assessed at baseline and during and following these interventions. Each intervention, except for mild restraint stress, altered compositional and diversity profiles of the microbiota. Exposure to antimicrobials or a high-fat/high-sugar diet, but not mild restraint stress, resulted in decreased fecal β-defensin-3 compared to baseline. In contrast, exposure to the high salt diet increased β-defensin-3 compared to baseline. Mice exposed to the mix of antimicrobials showed the largest compositional changes and the most significant correlations between β-defensin-3 levels and bacterial diversity. The high salt diet was also associated with significant correlations between changes in β-defensin-3 and bacterial diversity, and this was not accompanied by discernible inflammatory changes in the host. Thus, dietary change or antimicrobial exposure, both recognized factors in IBS exacerbations, induced marked dysbiosis that was accompanied by changes in fecal β-defensin-3 levels. We propose that serial monitoring of fecal β-defensins may serve as a marker of dysbiosis and help identify those IBS patients who may benefit from microbiota-directed therapeutic interventions.

## Introduction

The term dysbiosis is used here to describe changes in the microbiota composition, function or temporal stability and is thought to contribute to functional and inflammatory conditions of the gut. The gut microbial composition is influenced by both host factors including genetics, psychological stress, immune activation and altered physiology, and environmental factors such as infection, diet and antibiotic exposure.^1–3^ Each of these factors has been implicated in the development or exacerbation of IBS. Enteric infection or extensive antibiotic exposure is the recognized risk factor for the development of IBS,^4,5^ and diet is a common trigger of symptoms in IBS.^6–8^ These observations rationalize the choice of interventions such as antibiotic exposure, dietary change, and stress to induce dysbiosis in the present study. Although, the intestinal microbiota is stable in healthy adult humans,^9,10^ the intra-subject variation in microbiota composition is less than that seen between individuals.^11–14^ Moreover, temporal instability of the human microbiota has been documented in some IBS patients.^15–17^ It follows that a simple marker of dysbiosis that reflects compositional instability of gut microbiota^18^ would be useful in identifying those IBS patients who might benefit from microbiota-directed therapies. Interestingly, a recent study^19^ showed that colonization of germ-free mice with IBS microbiota induced an IBS-like phenotype in the recipient mice, strongly implying that the microbiota contributes to the expression of IBS, and this was accompanied by an increase in β-defensin-3.

Defensins are small cationic antimicrobial peptides that play a role in maintaining homeostasis between the host and its resident microbes and protecting against pathogens.^20^ Defensins are produced mainly by colonic epithelial cells, Paneth cells and immunocytes in response to inflammatory stimuli or exogenous microbial substances,^21,22^ and serve as an effective barrier against the entry of pathogens into the host mucosa.^23–25^ Alpha and some β-defensins are constitutively expressed within the GI tract and most remain stable during inflammation.^26,27^ However, others like β-defensin-3 (a murine homologue of human β-defensin-2) are induced primarily upon pathogen encounter.^20,28,29^ Interestingly, defensins and other antimicrobial peptides also influence microbiota composition. For example, dysfunctional Paneth cells result in significant changes in microbiota composition.^30–32^

Changes in defensin secretion have been identified in IBS. Langhorst et al.^33^ revealed increased levels of human β-defensin-2 in the feces of IBS patients in the absence of macroscopic inflammation, as levels of fecal calprotectin and lactoferrin did not differ between healthy controls and patients with IBS. Similarly, increased concentrations of fecal β-defensin-2 were found in children with IBS, associated with abdominal pain and increased gut permeability, indicating activation of the innate immune system.^34^ However, decreased levels of β-defensin-2 have also been reported in patients with IBS compared to controls.^35^ A very recent study proposed that measurement of human β-defensin-2 levels, together with the inclusion of microbiome profiles, can serve as a marker to differentiate between IBD and IBS patients.^36^ Recently, we have shown that colonizing germ-free mice with IBS-D microbiota results in altered gut function, including faster gastrointestinal transit, altered gut permeability and secretion, which was accompanied by an increase in colonic β-defensin-3 expression in recipient mice.^19^ Together, these observations prompted the current proof-of-concept study in mice to determine whether the experimental perturbation of the intestinal microbiota, using interventions relevant to the natural history of IBS, will result in changes in fecal β-defensin-3 levels.

## Results

### Antimicrobials disrupt gut microbiota composition and decrease fecal β-defensin secretion in mice

A previously described mix of non-absorbable antimicrobials (AMC)^37,38^ caused a marked and persistent disruption of microbiota composition, as illustrated in the PCoA plot created using the Bray Curtis and Aitchison distance matrices (Figure 1a, Table 1, Supplementary Table S1). The stool microbiota profiles of the mice at baseline clustered together with a major drift following the AMC intervention and minimal reversal to baseline during the recovery period as shown in Figure 1a. Fecal microbial diversity did not revert to baseline one-week post-AMC as shown by the Shannon Diversity Index (Figure 1b). Alpha diversity was lower during the intervention period as compared to the baseline. No statistically significant changes in net bacterial load were found in mice (Supplementary Figure S2a and S2b). To confirm the impact of AMC on net microbial composition, we performed ANCOM-BC analysis to find differentially expressed bacteria. We found altered relative abundance of several bacteria taxa that persisted during recovery, and these included the genera *Anaerotruncus*, *Butyricicoccus*, *Candidatus Arthromitus, Candidatus Saccharimonas*, some species of *Clostridium*, *Defluviitaleaceae, Enterorhabdus, Lachnospira*, *Mucispirillum*, *Muribaculum*, *Peptococcus, Prevotellaceae*, *Sporobacter*, and *Tyzzerella*, among others (Figure 1c). While most of these bacteria were decreased during AMC administration, the abundance of the genera *Bacteroides* and *Proteus* increased in mice. AMC administration was accompanied by a decrease in β-defensin-3 levels (Figure 1d), which persisted during the recovery period (Figure 1e). There was a positive correlation between β-defensin-3 levels and overall bacterial diversity (Figure 1f), suggesting a linkage between these responses. Although no major differences were observed in the microbial composition and β-defensin-3 levels between males and females, subtle differences were noted. For example, while the stool microbiota profiles and bacterial taxa of all the males and females followed similar trends at baseline and during the intervention and recovery periods (Supplementary Figure S1a), only *Enterococcus* spp., *Escherichia* spp., and *Shigella* were increased in females during the intervention (Supplementary Figure S4). In addition, while a three-fold reduction in β-defensin-3 levels from baseline was observed in males, only over a one-fold decrease was seen in females during the AMC intervention (Supplementary Figure S1b).

**Figure 1.**
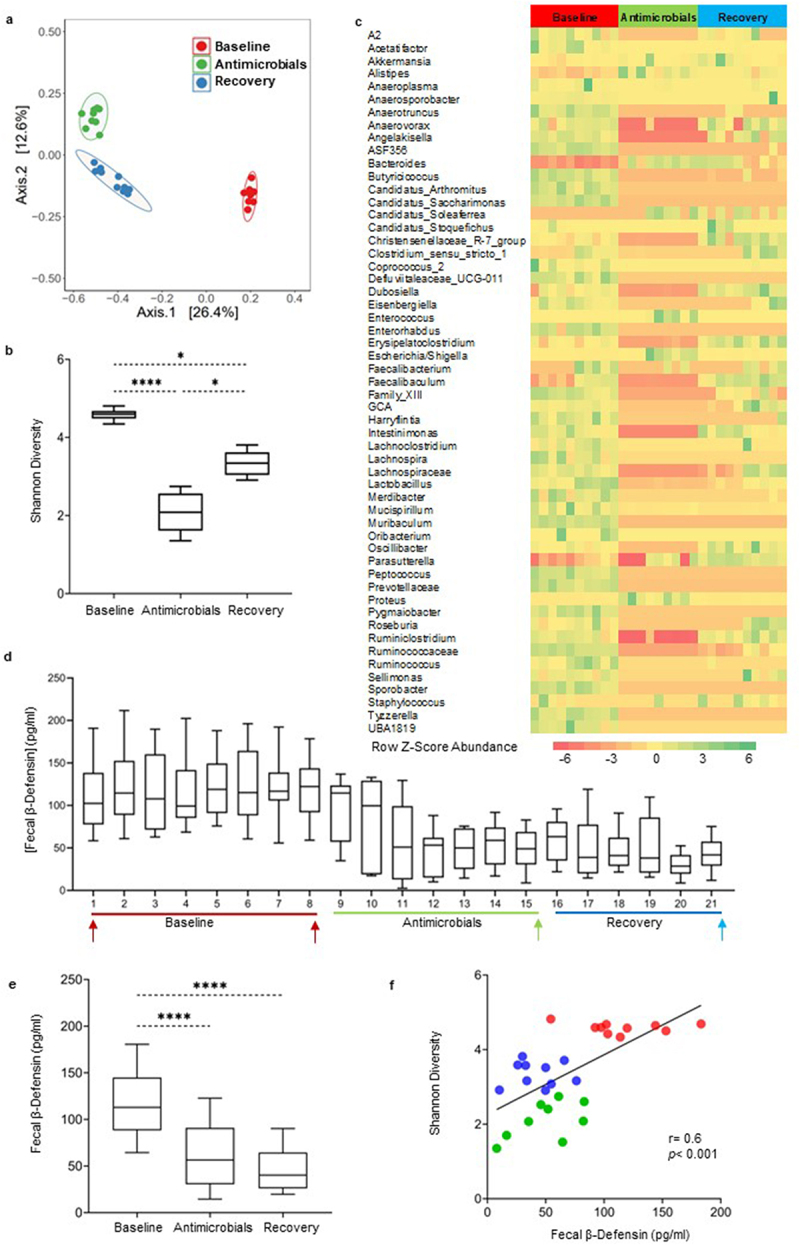
The antimicrobial cocktail alters gut microbiota composition and induces changes in fecal β-defensin secretion in mice. a) PCoA plot based on a Bray Curtis distance matrix analysis of the fecal microbiota composition over the course of the experiment in mice. Community composition was compared by ADONIS2 with 999 permutations. Each dot represents the bacterial microbiota of an individual mouse. Ellipses indicate 95% confidence intervals and were generated as a distribution around a centroid for each group based on ADONIS2. b) Changes in alpha-diversity using Shannon diversity index, analysis was performed by 1- way ANOVA followed by Dunn’s testing for multiple comparisons. Data is presented as box and whisker plot with whiskers extending from 10^th^ to 90^th^ percentile. c) Heatmap of all the differentially abundant taxa (aggregated at genus level) in mice evaluated using ANCOM-BC. Statistical significance on differentially abundant taxa between groups was corrected for multiple comparisons using FDR (*q* < 0.05). Color intensity on heatmaps was generated by using z-scores calculated based on relative abundance of each bacterial taxa. d) Time-course graph showing fluctuations in fecal β-defensin-3 values in mice over the course of the experiment. Time points chosen for microbiota analysis are indicated with arrows. e) Composite of mean changes in β-defensin secretion during the three experimental timepoints, presented as a box and whisker plot with whiskers extending from 10^th^ to 90^th^ percentile. Statistical differences were calculated using the Kruskal–Wallis test followed by post hoc Dunn’s test for multiple comparisons. f) Correlation between changes in alpha diversity values and defensin secretion in mice during the course of the experiment. Red symbols represent associations between baseline and β-defensin-3 levels, while green and blue symbols represent intervention timepoints and day 21 of recovery time point, respectively. Correlations were generated using Spearman rank index. Baseline days 1 and 7 were combined for the analysis. *n* = 4–5 mice/group. *p* < 0.05 was considered significant. **** = *p* ≤0.0001, *** = *p* ≤0.001, ** = *p* ≤0.01, * = *p* ≤0.05.

**Table 1.** P and R^2^ (group variance) values based on the ADONIS2 statistical analysis of the Bray Curtis-distance matrix (top) and Aitchison distance matrix (bottom) on the effect of antimicrobials, high-fat/high-sugar diet and high salt diet on fecal microbiota composition in mice.

	AMC		HFHSD		HSD	
	p	R2	p	R2	p	R2
			**Bray-Curtis Distance Matrix**			
Baseline vs. Treatment	0.00	0.57	0.00	0.52	0.00	0.29
Treatment vs. Recovery	0.00	0.37	0.00	0.42	0.00	0.31
Baseline vs. Recovery	0.00	0.56	0.02	0.14	0.04	0.11
			**Aitchison Distance Matrix**			
Baseline vs. Treatment	0.00	0.54	0.00	0.34	0.00	0.19
Treatment vs. Recovery	0.00	0.37	0.00	0.27	0.00	0.21
Baseline vs. Recovery	0.00	0.45	0.00	0.14	0.00	0.10

We next explored the relationships between bacterial taxa that were found to be differentially abundant based on ANCOM-BC analysis (Figure 1c), β-defensin-3 levels and the Shannon diversity index. We identified several genera that correlated with not only β-defensin-3 levels but also Shannon diversity (Table 2). These included *Acetatifactor, Alistipes, Anaerotruncus*, *Anaerosporobacter, Bacteroides, Butyricicoccus, Candidatus Arthromitus, Candidatus_Saccharimona, Defluviitaleaceae, Enterorhabdus, Prevotellaceae, Lachnospira, Lactobacillus, Mucispirillium*, *Peptococcus*, and *Sporobacter*. Interestingly, bacteria possessing protective/anti-inflammatory properties correlated negatively with β-defensin-3 levels, suggesting that low β-defensin-3 may be due to the abundance of these counter-inflammatory bacteria such as *Bacteroides* (*r* = −0.6, *p* < 0.001) and *Alistipes* (*r* = −0.5, *p* = 0.01),^39,40^ as shown in Table 2. Conversely, the abundance of bacteria with pro-inflammatory properties correlated positively with low defensin levels (Table 2). For example, *Prevotellaceae* with reported pro-inflammatory properties^41,42^ (*r* = 0.6, *p* < 0.001), *Candidatus Arthromitus*^43^ (*r* = 0.8, *p* < 0.001), *Eisenbergiella*^44^ (*r* = 0.5, *p* = 0.01), and *Muribaculum* taxa^45^ (*r* = 0.6, *p* < 0.001) were all positively correlated with low defensin levels following AMC exposure.

**Table 2.** Correlations between the abundances of differentially abundant bacterial taxa (genus), defensin levels and microbial diversity (Shannon Diversity). Bacterial taxa that were found to be differentially abundant in ANCOM-BC analysis were correlated with β-defensin levels for all experimental conditions. Additional correlations were made to see whether the differentially abundant taxa that correlate with β-defensins also correlate with microbial diversity (Shannon index values were used). All correlations were based on relative abundances and were generated using the Spearman rank index followed by FDR corrections. *p* < 0.05 was considered significant following FDR correction.

Bacteria	β-Defensin-3		Shannon Diversity	
	r	p_adjust	r	p_adjust
	**AMC**			
Acetatifactor	0.64	.00	0.76	.00
Alistipes	−0.54	.01	−0.79	.00
Anaerosporobacter	0.61	.00	0.75	.00
Anaerotruncus	0.72	.00	0.81	.00
ASF356	0.69	.00	0.83	.00
Bacteroides	−0.58	.00	−0.78	.00
Butyricicoccus	0.67	.00	0.86	.00
Candidatus_Arthromitus	0.76	.00	0.82	.00
Candidatus_Saccharimonas	0.74	.00	0.81	.00
Defluviitaleaceae_UCG.011	0.77	.00	0.78	.00
Eisenbergiella	0.54	.01	0.78	.00
Enterococcus	−0.42	.04	-	-
Enterorhabdus	0.65	.00	0.75	.00
Family_XIII	0.57	.00	0.83	.00
Harryflintia	0.74	.00	0.83	.00
Lachnoclostridium	0.46	.03	0.61	.00
Lachnospira	0.75	.00	0.70	.00
Lactobacillus	0.58	.00	0.88	.00
Merdibacter	0.69	.00	0.65	.00
Mucispirillum	0.69	.00	0.73	.00
Muribaculum	0.60	.00	0.66	.00
Oribacterium	0.43	.03	-	-
Peptococcus	0.74	.00	0.82	.00
Prevotellaceae	0.59	.00	0.59	.00
Pygmaiobacter	0.72	.00	0.83	.00
Ruminococcaceae	0.59	.00	0.93	.00
Ruminococcus	0.63	.00	0.78	.00
Sporobacter	0.76	.00	0.81	.00
Tyzzerella	0.71	.00	0.83	.00
UBA1819	0.66	.00	0.81	.00
	**HFHSD**			
Anaerosporobacter	0.58	.00	0.77	.00
Anaerotruncus	−0.47	.03	-	-
Candidatus_Arthromitus	0.47	.04	0.56	.01
Eisenbergiella	0.60	.00	0.86	.00
Lachnoclostridium	0.49	.02	0.72	.00
Lactococcus	−0.49	.02	−0.45	.04
Parasutterella	0.48	.03	-	-
	**HSD**			
A2	0.46	.04	0.63	.00
Anaerotruncus	0.71	.00	0.70	.00
Blautia	0.46	.04	-	-
Butyricicoccus	0.56	.01	0.79	.00
Candidatus_Arthromitus	−0.70	.00	-	-
Clostridium_sensu_stricto_1	−0.46	.04	-	-
Eisenbergiella	0.50	.02	0.64	.00
Erysipelatoclostridium	0.61	.00	-	-
Harryflintia	0.64	.00	0.78	.00
Lactobacillus	−0.67	.00	−0.58	.01
Muribaculum	−0.51	.02	−0.60	.00
Oribacterium	0.46	.04	0.48	.03
Oscillibacter	0.55	.01	0.56	.01
Parabacteroides	0.68	.00	-	-
Ruminiclostridium	0.48	.03	0.83	.00
Ruminococcaceae	0.69	.00	-	-
Staphylococcus	0.75	.00	-	-

### High-fat/high-sugar diet transiently alters gut microbiota composition and decreases fecal β-defensin secretion in mice

The high-fat/high-sugar “Western” diet (HFHSD) altered bacterial composition compared to the baseline (Figure 2a,b) as illustrated by beta and alpha diversity analyses, and these changes normalized within 1 week of discontinuation of the diet. The changes in beta diversity were confirmed by statistical analyses based on Bray Curtis and Aitchison Distance matrices; both matrices revealed similar results (Table 1). While no changes in net bacterial load were found in mice (Supplementary Figure S2c and S2d), changes to the fecal microbial composition were evident at genus level (Figure 2c). The heatmap based on ANCOM-BC analysis revealed that most of the bacterial genera that showed proportional shifts during the exposure to the diet reverted to baseline levels when the diet was discontinued in all mice (Figure 2c). Many bacterial taxa including *Anaerosporobacter, Candidatus Arthromitus*, *Eisenbergiella, Muribaculum, Prevotellaceae*, and *Parasutterella* were lower during the intervention, while taxa like *Anaerotruncus, Angelakisella, Lactococcus*, *Ruminiclostridium*, and *Tyzzerella* were transiently increased. As shown in Figure 2d,e, β-defensin-3 levels decreased during the diet and began to normalize during the recovery period, although they did not return to baseline levels. In addition, fecal β-defensin-3 levels positively correlated with changes in alpha diversity in mice (*r* = 0.6, *p* = 0.002) (Figure 2f). Interestingly, the abundance of bacteria with pro-inflammatory properties, *Candidatus Arthromitus*^43^ (*r* = 0.5, *p* = 0.04) and *Eisenbergiella*^44^ (*r* = 0.6, *p* < 0.001) correlated positively with low defensin levels and Shannon diversity following HFHSD exposure (Table 2).

**Figure 2.**
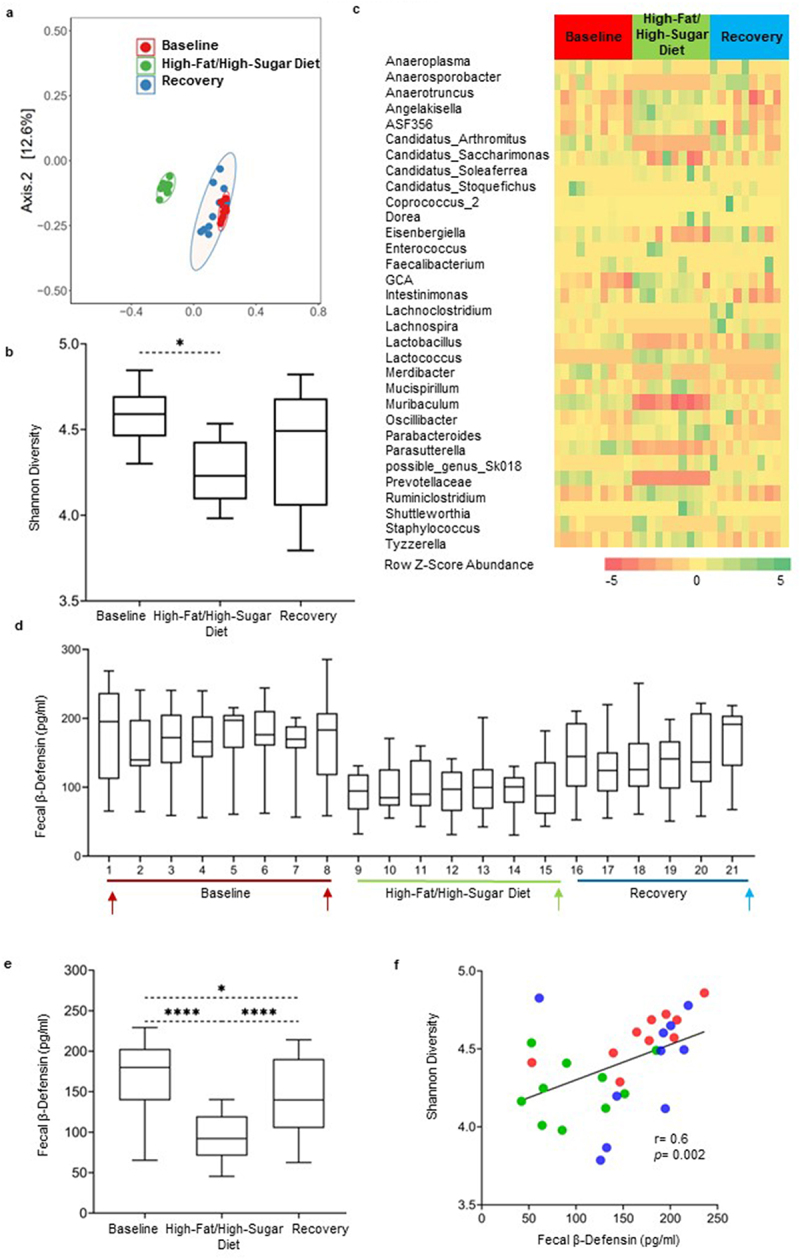
The high-fat/high-sugar diet administration transiently disrupts gut microbiota composition and alters fecal β-defensin secretion in mice. a) PCoA plot based on a Bray Curtis distance matrix analysis of the fecal microbiota composition over the course of the experiment in mice. Community composition was compared by ADONIS2 with 999 permutations. Ellipses indicate 95% confidence intervals and were generated as a distribution around a centroid for each group based on ADONIS2. b) Changes in alpha-diversity using Shannon diversity index, analysis was performed by 1- way ANOVA followed by Dunn’s testing for multiple comparisons. Data is presented as box and whisker plot with whiskers extending from 10^th^ to 90^th^ percentile. c) Heatmap of all the significantly differential abundant taxa (aggregated at genus level) in mice evaluated using ANCOM-BC. Color intensity on heatmaps was generated by using z-scores calculated based on relative abundance of each bacterial taxa. d) Time-course graph showing fluctuations in fecal β-defensin-3 values in mice over the course of the experiment. Time points chosen for microbiota analysis are indicated with arrows. e) Composite of mean changes in β-defensin-3 secretion during the three experimental timepoints, presented as box and whisker plot with whiskers extending from 10^th^ to 90^th^ percentile. Statistical differences were calculated using the Kruskal–Wallis test followed by post hoc Dunn’s test for multiple comparisons. f) Correlation between changes in alpha diversity values and defensin secretion in mice during the course of the experiment. Red symbols represent associations between baseline and β-defensin levels, while green and blue symbols represent intervention timepoints and day 21 of recovery time point, respectively. Correlations were generated using Spearman rank index. Baseline days 1 and 7 were combined for the analysis. *n* = 4–5 mice/group. *p* < 0.05 was considered significant. **** = *p* ≤0.0001, *** = *p* ≤0.001, ** = *p* ≤0.01, * = *p* ≤0.05.

As in the AMC group, in the HFHSD group, we found small differences between males and females in microbial composition and β-defensin-3 levels. For example, both sexes showed similar trends in alterations in bacterial diversity (Supplementary Figure S1c) as well as proportional shifts in bacterial genera before, during, and following the diet intervention (Supplementary Figure S5). While small differences in bacterial taxa abundances and reduced β-defensin-3 were found in both males and females, the magnitude of this change was greater in females than males, and β-defensin-3 levels normalized only in males post intervention (Supplementary Figure S1d). Specifically, defensin secretion was decreased from baseline levels by > 1-fold in males and > 2-fold in females (Supplementary Figure S1d). This difference might be due to the dissimilarity of microbiota profiles between males and females (Supplementary Figure S1c).

### High salt diet alters fecal microbiota composition and increases fecal β-defensin secretion in mice

Administration of a high salt diet (HSD) also induced changes in the microbiota composition, as reflected by alpha and beta diversity analyses (Figure 3a,b Table 1). Statistical analyses evaluating both Bray Curtis and Aitchison distance matrices showed a dissimilarity between the intervention and baseline or recovery timepoints as the centroids were distantly grouped. The direction of changes in alpha diversity following a HSD was different from that seen following AMC and HFHSD interventions (Figure 3b). ANCOM-BC analysis of microbial composition revealed a reduced abundance of several microbial taxa including *Lactobacillus* and *Candidatus Arthromitus* (Figure 3c) and increased relative abundance of *Parabacteroides, Akkermansia, Anaerotruncus, Staphylococcus* and *Erysipelatoclostridum*. In contrast to AMC and HFHSD interventions, HSD transiently increased fecal β-defensin-3 secretion up to 2-fold compared to baseline levels in all mice (Figure 3d,e; Supplementary Figure S1f). A positive correlation was found between altered Shannon diversity index values and β-defensin-3 levels (*r* = 0.5; *p* = 0.006) as shown in Figure 3f. Although, there was an overlap between the ellipses representing the three timepoints (Figure 3a and Supplementary Figure S1e), the net compositional change based on p-values in both males and females showed dissimilarity in beta diversity. As shown in Figure 3c, the high salt diet decreased *Lactobacillus* and *Candidatus Arthromitus* relative abundance and increased relative abundance of *Parabacteroides, Akkermansia, Anaerotruncus, Staphylococcus* and *Harryflintia* in both males and females (Supplementary Figure S6).

**Figure 3.**
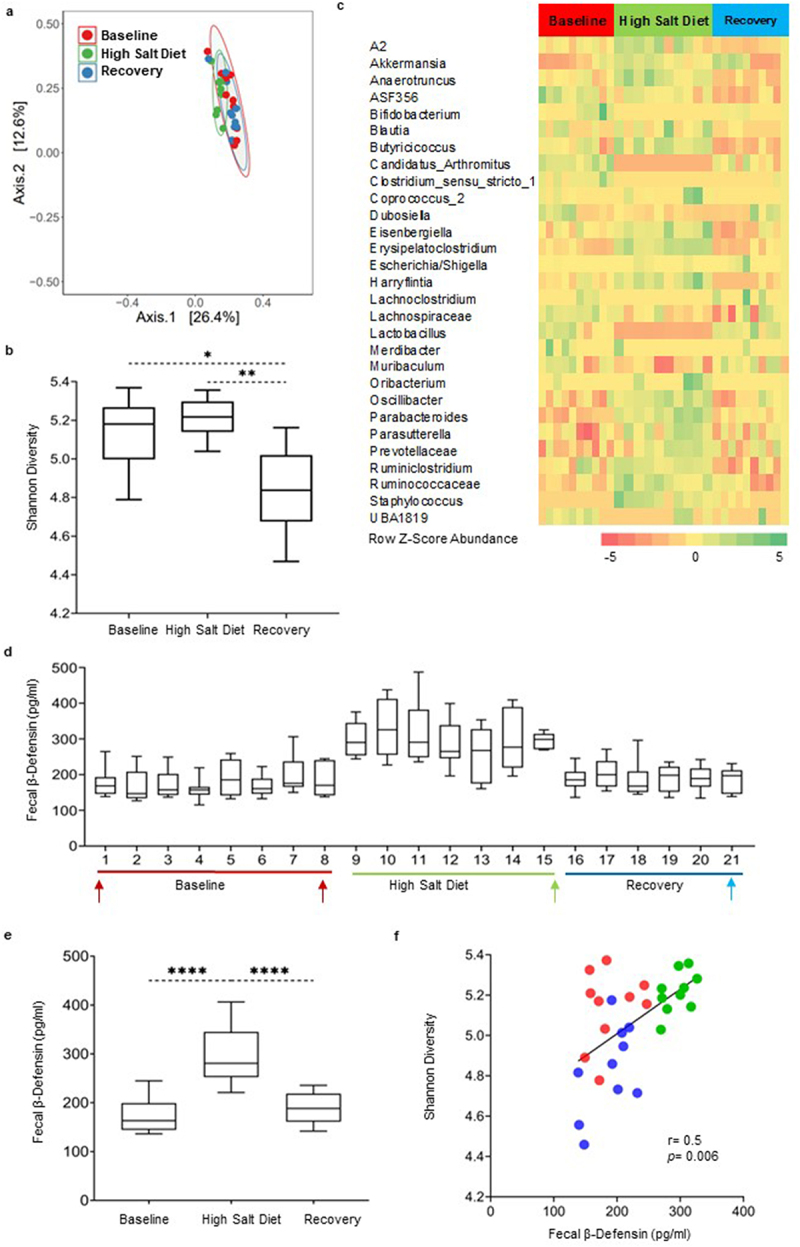
The high salt diet alters gut microbiota composition and modulates host fecal β-defensin secretion in mice. a) PCoA plot based on a Bray Curtis distance matrix analysis of the fecal microbiota composition over the course of the experiment in mice. Community composition was compared by ADONIS2 with 999 permutations. Ellipses indicate 95% confidence intervals and were generated as a distribution around a centroid for each group based on ADONIS2. b) Changes in alpha-diversity using Shannon diversity index, analysis was performed by 1- way ANOVA followed by Dunn’s testing for multiple comparisons. Data is presented as box and whisker plot with whiskers extending from 10^th^ to 90^th^ percentile. c) Heatmap of all the significantly differential abundant taxa (aggregated at genus level) in mice evaluated using ANCOM-BC. Color intensity on heatmaps was generated by using z-scores calculated based on relative abundance of each bacterial taxa. d) Time-course graph showing fluctuations in fecal β-defensin-3 values in mice over the course of the experiment. Time points chosen for microbiota analysis are indicated with arrows. e) Composite of mean changes in β-defensin-3 secretion during the three experimental timepoints, presented as box and whisker plot with whiskers extending from 10^th^ to 90^th^ percentile. Statistical differences were calculated using the Kruskal–Wallis test followed by post hoc Dunn’s test for multiple comparisons. f) Correlation between changes in alpha diversity values and defensin secretion in mice during the course of the experiment. Red symbols represent associations between baseline and β-defensin levels, while green and blue symbols represent intervention timepoints and day 21 of recovery time point, respectively. Correlations were generated using Spearman rank index. Baseline days 1 and 7 were combined for the analysis. *n* = 4–5 mice/group. *p* < 0.05 was considered significant. **** = *p* ≤0.0001, *** = *p* ≤0.001, ** = *p* ≤0.01, * = *p* ≤0.05.

Interestingly, the abundance of bacteria with pro-inflammatory properties correlated positively with high defensin levels, suggesting that high β-defensin-3 may be due to the presence of these pro-inflammatory bacteria. For example, *Eisenbergiella*^44^ (*r* = 0.5, *p* = 0.02) positively correlated with high defensin levels following HSD exposure, as shown in Table 2. Conversely, bacteria possessing protective/anti-inflammatory properties such as *Clostridium_sensu_stricto_1*^46^ (*r* = −0.46, *p* = 0.04) and *Lactobacillus*^47^ (*r* = −0.7, *p* < 0.001) correlated negatively with β-defensin-3 levels.

### The effect of high salt diet on β-defensin secretion is not mediated by overt inflammation or immune activation

Previous work from our laboratory showed that high salt diet administration for 4 weeks induced a dysbiosis that was associated with an increased susceptibility to colitis in mice.^48^ We questioned whether the increase in β-defensin-3 levels following high salt diet was a component of a diet-induced inflammatory response. We therefore administered a high salt or control diet to mice for one-week and assessed myeloperoxidase (MPO) activity, and inflammation-associated gene expression in the colon. 

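Gene expression in the colon was measured on the NanoString nCounter, which counts fluorescent barcodes hybridized to each RNA without amplification. The custom panel held 68 target genes of immunity, gut barrier and nerves, 3 reference genes (Gapdh, Gusb and Pgk1) and 12 control probes, 6 positive and 6 negative. RNA came from whole colon after 1 week of the control or the high salt diet. The sample labels describe 8 pools of RNA, 4 per diet, from 10 mice per diet: on each diet, male mice 1, 2 and 3, male mice 4 and 5, female mice 1, 2 and 3, and female mice 4 and 5. The legend of Figure 4b gives 4 mice per group, and the 4 pools per diet are taken as its 4 samples here. The deposited values are normalized counts from the authors' nSolver software. They are already scaled, since the geometric mean of the 3 reference genes lay between 772.894 and 772.912 in every pool. Low values had been raised to a floor, the geometric mean of the 6 negative control counts of the same pool, which was 1.59 to 3.66 in control pools and 1.59 to 6.51 in high salt pools. Of the 68 target genes, 47 lay above the floor in all 8 pools and 12 were at the floor in 4 or more. All 487 values above the floor were whole multiples, within 0.006, of a fixed step in their pool, so the barcode counts behind them could be recovered. Their totals were 13574 to 74270 in control pools (median 43619) and 26893 to 169300 in high salt pools (median 109131). Diets were compared with limma on log2 of the value plus a pseudocount of 1, which understates the change of low genes, and p-values were adjusted by the Benjamini-Hochberg method over the 68 target genes. A pool averages its mice, so the spread between pools is smaller than that between mice. The scaling fixes the mean of the 3 reference genes, so their changes show only how they differ from one another. Their log2 fold changes between diets were 0.08 for Gapdh (standard error 0.211), 0.05 for Gusb (standard error 0.219) and -0.13 for Pgk1 (standard error 0.213).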

We found no changes in MPO activity in mice following the diet (Figure 4a). 

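T-bet (Tbx21), the transcription factor of T helper 1 cells, was measured above the floor in 2 of the 8 pools, the female high salt pools. In the pool of female mice 1, 2 and 3 it had a value of 9.31, from 3 recovered counts (95% Poisson interval 0.619 to 8.77). In the pool of female mice 4 and 5 it had a value of 4.65, from 4 recovered counts (interval 1.09 to 10.2). The highest negative control probe in these pools had 2 and 7 counts. The other 6 values are the floors of their pools: 2.40, 2.74, 1.59 and 3.66 on the control diet, and 6.51 and 5.11 in the male high salt pools. With floors taken as values, T-bet averaged 2.60 ± 0.857 (SD, n = 4 pools) on the control diet and 6.40 ± 2.10 (SD, n = 4 pools) on the high salt diet, a log2 difference of 1.03 (standard error 0.338). Each high salt pool was listed above each control pool (two-sided exact permutation test, p = 0.0286, the smallest p that 4 pools against 4 allow), and limma's p adjusted over the 68 genes was 0.514. With the highest floor, 6.51, set in all pools, an alternative chosen after seeing the data, the log2 difference was 0.11. This floor also overwrote the measured 4.65, so what is left rests on the pool at 9.31 alone. The log2 difference was 1.00 with each pool centred on its median and 0.37 with a pseudocount of 10. In neither was limma's unadjusted p under 0.05.

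**Figure D1:**
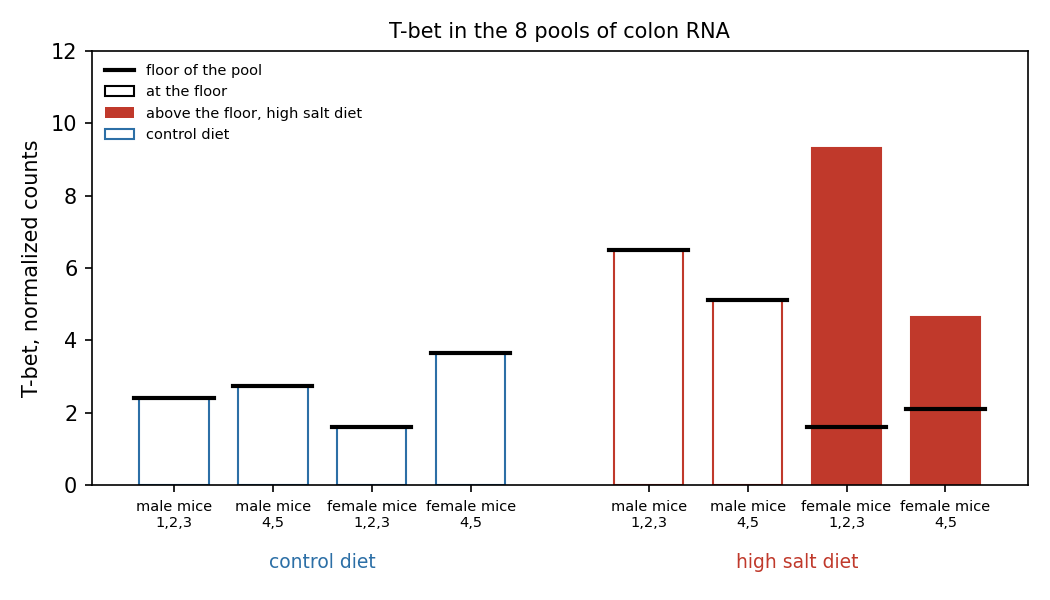
T-bet in each pool of colon RNA, in normalized counts on a linear axis from 0, with control pools on the left and high salt pools on the right. Black lines mark each pool's floor, open bars are values equal to it, and filled bars are the 2 female high salt pools above it, at 9.31 and 4.65.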

As shown in Figure 4b, of the 68 genes related to gut immune and barrier function, T-bet, responsible for regulating intestinal inflammation,^49^ was found to be differentially expressed in control vs. high salt diet treated mice (log2ratio = 1.31; *p* = 0.0081).

**Figure 4.**
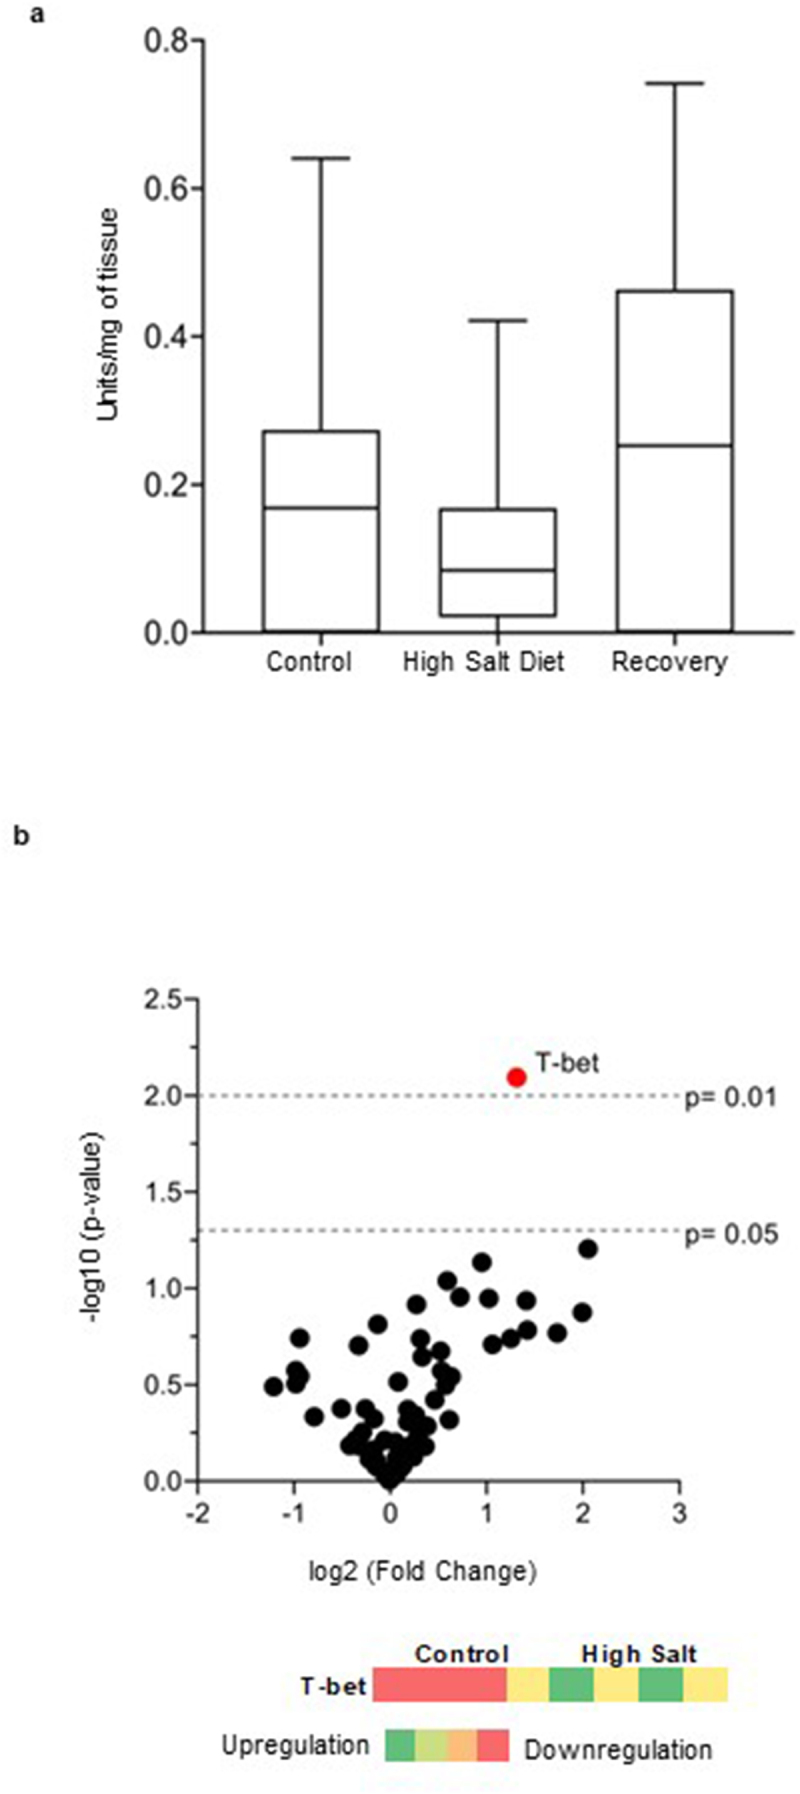
The administration of high salt diet does not induce overt inflammation in mice. a) Colonic myeloperoxidase (MPO) levels in mice who received the control diet, the high salt diet or were given high salt diet followed by 7-day recovery period. Statistical differences between groups were evaluated using 1-way ANOVA (non-parametric) followed by post-hoc Dunn’s analysis. Values are presented as box and whiskers plot with whiskers extending from 10^th^ to 90^th^ percentile, *n* = 5 mice/control and recovery groups; and *n=* 4 mice/treatment group with *p* < 0.05 considered as significant. b) Volcano plot of gene expression in colonic tissues of mice receiving high salt diet or control diet for 1 week. Red dot represents gene with *p* < 0.01. Black dots are genes with 0.01 > *p* > 0.05. Genes present on the right side of the zero were upregulated in high salt diet treated mice but downregulated in control mice. The heat map summarizes the expression of T-bet gene associated with innate immunity in the colon tissues of mice treated with high salt diet or a control diet. Red represents the samples with genes that were downregulated, while green represents the samples with genes that were upregulated. *n* = 4 mice/group. T-bet: T-box transcription factor.

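Across the panel, 44 of the 68 genes had a higher and 24 a lower mean log2 value on the high salt diet, with a median log2 fold change of 0.18. This lean depended on single pools. Without the control pool of male mice 4 and 5 it was 35 higher and 33 lower (median 0.014). Without the control pool of female mice 1, 2 and 3 it was 53 higher and 15 lower (median 0.32). No gene passed an adjusted p of 0.05 in limma or in the methods' test for unpaired groups. Nor did any in voom on the recovered counts of the 47 genes above the floor in all pools. At an unadjusted p under 0.05 limma gave 3 genes, T-bet, I-FABP and Tlr2, all listed higher on the high salt diet, and none at a p under 0.01. Of 10 genes of innate microbial sensing and signalling, none passed the test, over all genes or adjusted over the list alone, though 9 had a positive log2 fold change (mean 0.36, fry adjusted p = 0.410). Tlr2, a receptor for bacterial lipoproteins, was 102.3 ± 107 (SD, n = 4 pools) on the control diet and 206.2 ± 72.4 (SD, n = 4 pools) on the high salt diet. Its log2 fold change was 1.40 (standard error 0.610, adjusted p = 0.628 from limma, exact permutation p = 0.114), and with each pool left out in turn its unadjusted p was under 0.05 in 2 of the 8 fits. Tlr5, the receptor for flagellin, had a log2 fold change of 0.70 (standard error 0.396, limma adjusted p = 0.628), and Casp8, a caspase of cell death signalling, had -0.33 (standard error 0.324, limma adjusted p = 0.912). With each pool left out, Tlr5 ran from 0.47 to 0.91 (the lowest without the high salt pool of female mice 1, 2 and 3) and Casp8 from -0.43 to -0.18 (the highest without the control pool of these mice). The count of genes depended on single pools: without the control pool of male mice 1, 2 and 3, 5 genes passed an adjusted p of 0.05, and 8 genes had an unadjusted p under 0.05 without it or without the high salt pool of these mice. From the gene expression and the myeloperoxidase activity in Figure 4, the paper concludes that the high salt diet did not induce overt inflammation.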

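I-FABP, Reg3g and Muc2 had the highest log2 fold changes of the panel on the high salt diet, and none of them passed an adjusted p of 0.05. I-FABP (Fabp2), the fatty acid-binding protein of intestinal epithelium, was 1030 ± 1234 (SD, n = 4 pools) on the control diet and 3029 ± 1377 (SD, n = 4 pools) on the high salt diet, a log2 fold change of 2.04 (standard error 0.702). Reg3g, an antibacterial lectin, had a log2 fold change of 1.97 (standard error 0.906) and Muc2, the main mucin of colonic mucus, 1.73 (standard error 0.816). Limma's adjusted p was 0.514 for I-FABP and 0.628 for Reg3g and Muc2, and the exact permutation p was 0.0857, 0.143 and 0.171. Tff3, another goblet cell product, had -0.17 (standard error 0.321). Of 6 genes of antimicrobial peptides and secreted mucosal defence, 5 had a positive log2 fold change and none passed the test, over all genes or adjusted over the list alone (mean 0.83, fry adjusted p = 0.101). The 4 markers of small intestine and Paneth cells, a tissue outside the colon, averaged 1.31 (fry adjusted p = 0.0325). This call was lost in camera with an estimated correlation (adjusted p = 0.313). Camera compares the list with the other genes, so it asks another question than fry. The adjusted p lay between 0.00873 and 0.313 over all alternatives. None of the 4 passed the test by itself, over all genes or adjusted over the list alone. Reg3g, Lyz1 and Defcr1 also stand in the mucosal defence list, and Defcr1, a Paneth cell defensin, lay above the floor in 1 pool. Lyz1, the Paneth cell lysozyme, had a log2 fold change of 0.03 (standard error 0.421), from -0.28 to 0.22 with each pool left out. Of 8 genes of epithelial junctions and barrier, 5 had a positive log2 fold change and none passed the test, over all genes or adjusted over the list alone (mean 0.21, fry adjusted p = 0.586). I-FABP, which is not a junction gene, also stands in this list. Its 2.04 is the highest of the list and raises the mean. Mylk3, a myosin kinase at the floor in 3 of the 8 pools, had 0.45 (standard error 0.389). Cldn2, a pore-forming claudin, had -0.97 (standard error 0.642). With each pool left out, the log2 fold change ran from 1.22 to 2.62 for Muc2 (the highest without the control pool of male mice 1, 2 and 3), from -1.53 (without the high salt pool of these mice) to -0.52 (without that of female mice 4 and 5) for Cldn2, from -0.28 to -0.0062 for Tff3 and from 0.19 to 0.63 for Mylk3. In I-FABP the pools of male mice 1, 2 and 3 lay outside the range of the other pools of their diets. It was 2873 in this control pool against 315.7 to 574.3 in the other control pools, and 1175 in this high salt pool against 2835 to 4297 in the other high salt pools.

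**Figure D2:**
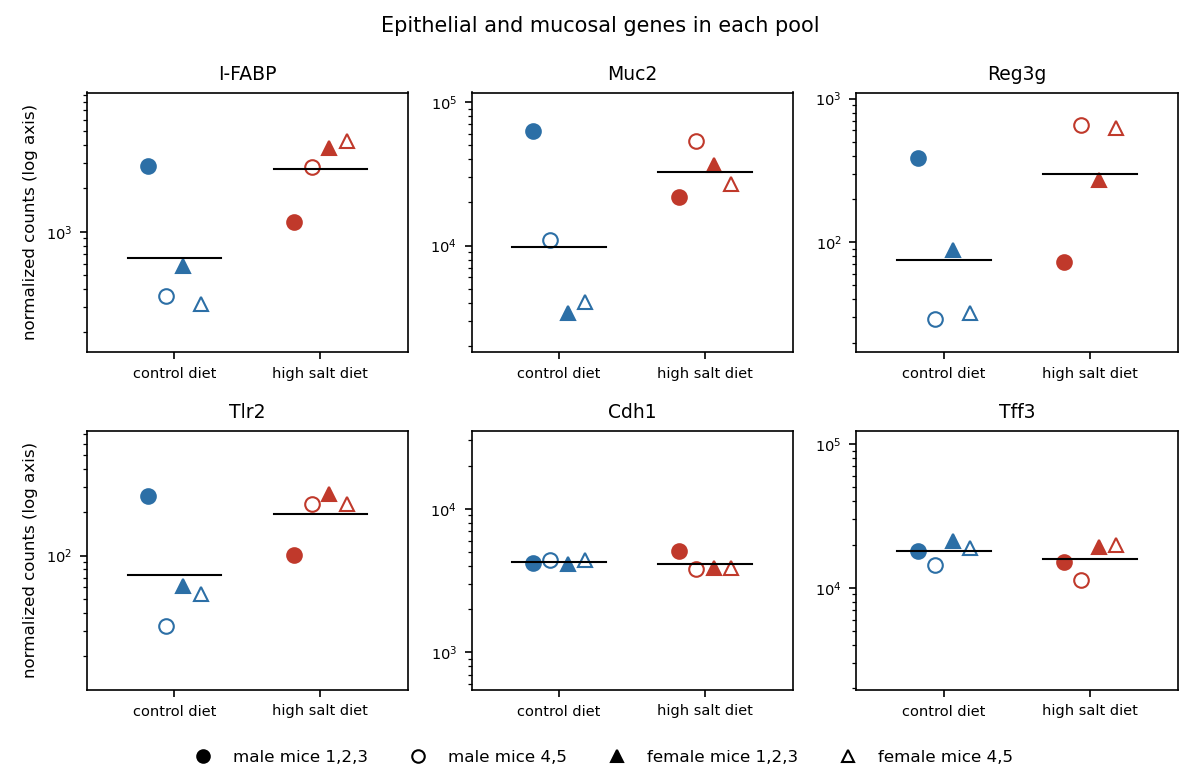
Normalized counts of 6 genes in each pool, on log axes that span the same fold range, by diet. Symbols stand for the pools and horizontal lines for the geometric mean of the 4 pools of a diet. I-FABP, Muc2, Reg3g and Tlr2 vary widely within each diet, with the control pool of male mice 1, 2 and 3 above the other control pools, while Cdh1 ranges by 0.415 and Tff3 by 0.905 on the log2 scale over the 8 pools.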

### Mild repeated restraint stress does not alter gut microbiota composition or host fecal β-defensin secretion in mice

The effect of mild repeated stress on the microbial composition was negligible, compared to unstressed mice (Supplementary Figure S3a). Similarly, there were no differences in β-defensin-3 secretion in stressed vs. control mice (Supplementary Figure S3b and S3c) or between males and females (Supplementary Figure S3d). No correlations were found between β-defensin-3 levels and overall bacterial diversity (Supplementary Figure S3e).

## Discussion

Our findings indicate that experimentally induced changes in gut microbiota composition result in increases or decreases in β-defensin-3 secretion. Previous studies on β-defensin levels in IBS patients or relevant mouse models were based on samples collected at single timepoints,^33,35,36^ whereas our study involved several time points over 7 days. Given that our interventions produced either increases or decreases in β-defensin-3 compared to baseline, single time point measurements may not capture these changes.

It follows that serial measurements of fecal β-defensins may better capture dysbiosis in IBS patients.^50^ The relationship of innate immune activation, altered microbiota composition and the changes in gut physiology that underlie symptom generation in IBS is complex.^51^ Changes in physiology alter the microbial habitat and thus microbiota composition and, conversely, dysbiosis influences gut physiology, resulting in long-term instability of the host-microbial relationship. Extrinsic factors including antimicrobial exposure or dietary change further influence microbial composition. Based on the results of our study, we propose that variation in β-defensin secretion is secondary to altered microbiota composition and that monitoring β-defensins is a putative biomarker of dysbiosis in IBS. Such a biomarker would help identify those patients in whom microbiota-directed therapies are likely to offer more therapeutic benefit. Current controversies regarding the efficacy of therapies such as probiotics and fecal microbial transfer may simply reflect the fact that while these interventions were aimed at patients exhibiting symptomatic homogeneity, not all patients exhibit,^50^ thereby diluting the overall therapeutic benefit of microbiota-directed therapy.

Previous studies on inducible β-defensins in IBS^33^ and related disorders like Inflammatory Bowel Disease^52,53^ have proposed that defensins are released during a state of active inflammation. 

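Of 7 genes of myeloid cells and inflammatory effectors, 5 had a positive log2 fold change on the high salt diet and none passed the test, over all genes or adjusted over the list alone. Their mean log2 fold change was -0.08 and their median 0.05 (fry adjusted p = 0.897). CD11b (Itgam), an integrin of neutrophils and macrophages, was 13.7 ± 5.22 (SD, n = 4 pools) on the control diet and 15.2 ± 2.01 (SD, n = 4 pools) on the high salt diet. The log2 fold change was 0.21 for CD11b (standard error 0.345), 0.32 for the matrix protease MMP9 (standard error 0.615) and -0.94 for Hif1a, the transcription factor of the response to low oxygen (standard error 0.548). The adjusted p of limma was 0.912 for CD11b and MMP9 and 0.628 for Hif1a. CD11b rested on 4 to 14 recovered counts in control pools and 5 to 31 in high salt pools. MMP9 rested on 6 to 10 and 10 to 21. The highest negative control probe had 4 to 10 counts in control pools and 2 to 18 in high salt pools. CD11b and MMP9 thus lay near background in some pools. With each pool left out, CD11b ran from 0.012 (without the control pool of male mice 4 and 5) to 0.40 (without that of male mice 1, 2 and 3) and MMP9 from -0.011 (without the high salt pool of female mice 1, 2 and 3) to 0.87 (without their control pool). Without the control pool of female mice 1, 2 and 3 the mean of this list turned to 0.25.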

Our results show that mice exposed to the high salt diet, previously shown to induce inflammation,^48^ resulted in an increase in fecal β-defensin secretion (Figure 3d,e) and microbial diversity (Figure 3b) without evidence of overt inflammation (Figure 4a,b). This suggests that altered β-defensin-3 secretion was stimulated by altered gut microbiota composition, resulting in an imbalance between commensal protective and proinflammatory bacteria, induced by high salt. Although T-bet was found to be upregulated, its expression was not accompanied by an upregulation of any other genes related to inflammation, for example, IL-17 that has previously been associated with an increased dietary salt.^54,55^ 

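Il17a, the cytokine of T helper 17 cells, lay above the floor in 2 of the 8 pools, both on the control diet. It had 5 recovered counts in the pool of male mice 1, 2 and 3 and 6 in the pool of female mice 4 and 5, where the highest negative control probe had 8 and 10. In all 4 high salt pools it was at the floor, which can hide up to 15, 9, 1 and 2 counts in the pools of male mice 1, 2 and 3, male mice 4 and 5, female mice 1, 2 and 3 and female mice 4 and 5. A single count stands for a value of 0.409, 0.540, 3.10 and 1.16 in these pools, against 1.44 and 1.07 in the 2 control pools. Scaled so, each of these bounds lies below the values of the 2 control pools, 7.19 and 6.44. A higher count would have been listed as a value. Single negative control probes in the high salt pools, however, reached 18, 17, 2 and 7 counts. A low level of Il17a was thus not detectable at the depth and background of these pools. With floors taken as values, it averaged 4.49 ± 2.74 (SD, n = 4 pools) on the control diet and 3.83 ± 2.37 (SD, n = 4 pools) on the high salt diet (two-sided exact permutation test, p = 0.686). Of 9 genes of T helper lineage and lymphocyte trafficking, 2 had a positive log2 fold change, T-bet and Il23r, and none passed the test, over all genes or adjusted over the list alone (mean -0.16, fry adjusted p = 0.744). Il23r, the receptor that maintains T helper 17 cells, had 0.13 (standard error 0.386) and ran from -0.059 to 0.42 with each pool left out. Il22ra2, the soluble receptor that blocks interleukin 22, had -1.04 (standard error 0.742), and -0.21 without the high salt pool of female mice 1, 2 and 3, where it was at the floor. Of these 9 genes, 2 lay above the floor in all 8 pools. The log2 fold change of Il17a was -0.17 and turned positive without the control pool of male mice 1, 2 and 3 (0.07), the control pool of female mice 4 and 5 (0.03) or the high salt pool of female mice 1, 2 and 3 (0.08).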

Innate immune activation rather than overt inflammation has been implicated in the pathogenesis of at least a subset of IBS patients, and our results are in line with this in patients with dysbiosis.^33,56^

We recognize that the decreased β-defensin-3 levels following exposure to antimicrobials (Figure 1d,e) and high-fat/high-sugar diet (Figure 2d,e) may appear to be in contradiction to reported single time point elevations in defensin secretion in previous studies.^19,33^ However, these findings are in line with a report of low β-defensin levels in IBS,^35^ and these apparent discrepancies may simply reflect the instability of the microbiota in IBS.^15–17^

Our data indicate that bacterial diversity correlated with β-defensins, suggesting that β-defensin-3 secretion oscillates according to the presence of protective or non-protective (pro-inflammatory) bacteria. A closer inspection of the specific bacterial taxa showed that during antimicrobial exposure bacteria with documented pro-inflammatory effects on the host correlated positively with β-defensin-3 levels. These include bacteria belonging to the genera *Eisenbergiella*,^44^ *Muribaculum*,^45^ and *Prevotellaceae*,^41,42^ (Table 2). Additionally, pro-inflammatory *Candidatus Arthromitus*^43^ was found to positively correlate with β-defensin-3 levels in both AMC and HFSHD groups, while negatively correlated with β-defensin-3 levels in the HSD group. Its decreased abundance could be a consequence of increased defensin secretion during HSD treatment. Interestingly, *Candidatus Arthromitus* is a member of Segmented Filamentous Bacteria (SFB) that have been associated with anti-microbial peptide responses and colonization resistance to pathogenic *Enterobacteriaceae*.^43,57,58^ Conversely, the proinflammatory bacteria, *Eisenbergiella*,^44^ correlated positively with defensin secretion across all groups. This suggests that its low abundance during AMC and HFHSD treatments, and high abundance during HSD treatment, could potentially contribute to the modulation of defensin secretion throughout the treatment periods in all groups. Furthermore, the transcription of inducible defensins such as human β-defensin-2 and -3 has been linked to an increased abundance of species of *Prevotellaceae*.^41,42^ Conversely, negative correlations were seen between defensin levels and the abundance of bacteria with both pro- and anti-inflammatory properties like *Bacteroides*^59,60^ and *Alistipes*^39,40^ (*r* = −0.5, *p* = 0.01) (Table 2). Thus, our findings suggest that homeostatic regulation of defensin secretion in the gut depends on an intricate balance between both protective and pro-inflammatory bacteria (Supplementary Figure S7).

Our proof-of-principle study has limitations. First, the study was performed in healthy mice. Future studies should concentrate on mice that have an IBS-phenotype with disturbed motility and innate immune activation.^19^ This is necessary as a bi-directional relationship exists between the microbiota and host physiology.^61^ Changes in the microbiota alter intestinal permeability,^62^ motility,^63^ and visceral sensitivity,^38^ and conversely, changes, for example, in gut motility, alter microbial composition.^64^ Dietary change, a common factor in IBS symptom expression, together with changes in gut physiology act together to produce temporal instability of the microbiota in at least a subset of IBS patients.^15–17^ We propose that studying β-defensin secretion over time in a humanized mouse model of IBS^19^ in which there is dysbiosis and increased β-defensin-3 would be a logical next step after this proof of concept study and prior to considering clinical studies. A second limitation is the mild nature of the stressor used in this study, as other forms of stress, such as social stress, have been shown to alter microbiota composition and host cytokine levels.^65,66^ Third, we acknowledge the potential of other epithelial constituents and their secretions that could influence the microbial composition of the gut. For instance, antibiotic treatments have been shown to alter the structure of the mucus layer^67^ that impacts the diffusion of antimicrobial peptides and immunoglobulins in the small intestine.^68^ Any alteration in mucus production or composition can contribute to dysbiosis as a result of a breakdown of the gut barrier, hampering intestinal tight junction function and increasing bacterial translocation.^69^ Epithelial cells produce molecules, such as cytokines, and chemokines, which regulate the gut microbiota and protect against pathogens and thereby influence microbial composition. For example, administering antibiotics to treat DSS-induced colitis in mice worsens the condition by decreasing the microbial ligands that activate Toll-like receptors (TLRs) on epithelial cells, which are crucial for promoting the expression of tissue homeostasis and repair mediators, necessary for maintaining healthy colon function.^70^ In addition, a high-fat diet has been shown to cause endoplasmic reticulum stress in intestinal epithelial cells, leading to a reduction in claudin-1 expression and mucus barrier function, which can result in increased serum endotoxin levels and dysbiosis.^71^ The long-term consumption of a high-salt diet has also been associated with altered colonic mucosal immunity, with increased expression of pro-inflammatory genes, and decreased expression of cytokine and chemokine genes in DSS mice.^48^ These studies suggest that elevated levels of pro-inflammatory cytokines and chemokines can influence β-defensin secretion and thus contribute to dysbiosis.

Our results support the concept that changes in fecal β-defensin-3 act as a marker of altered microbiota composition in mice. Defensin comparisons between baseline and relapse may help identify the presence of dysbiosis in chronic GI conditions like IBS and identify patients who may benefit from microbiota-directed therapies.

## Materials and methods

### Study design

Four models of experimentally induced dysbiosis were used to determine changes in fecal β-defensin-3 and to characterize the microbiota composition before, during and after each insult, in both males and females. We used (1) an antimicrobial cocktail (AMC) in drinking water, (2) a high-fat/high-sugar diet (HFHSD), (3) a high salt diet (HSD), and (4) mild repeated restraint stress (MRS). In the AMC and dietary studies, we employed a 1-week intervention period which was preceded by a week-long baseline and followed by a recovery period. The same group of mice were followed over the course of 3-week period, and fecal samples were collected every day to measure the fluctuations in each β-defensin-3 (a murine homologue of human β-defensin-2) levels and microbiota. In MRS studies, mice comparisons were made between a control and a stressed group. Fecal samples were collected for consecutively 8 days.

### Animals

All experiments were performed using 7- to 10-week-old specific pathogen-free (SPF) C57BL/6 mice except studies using MRS that were performed in NIH Swiss SPF mice. All mice were purchased from Taconic Biosciences and were housed in plastic cages at McMaster University’s central animal facility (CAF) under a 12 h light/dark schedule in a temperature-controlled vivarium with *ad libitum* access to food and water. Mice received irradiated control diet (1020, Teklad, with 20% of calories from protein, 29% from fat, and 51% from carbohydrates, containing 0.4% Na and 0.7% Cl) and sterile tap water ad libitum upon arrival as well as during baseline and recovery periods. Experiments started 1-week after arrival in the CAF to allow the animals to habituate to the novel environment before initiating the experimental protocols. Cages were changed before and after the initiation of the experiments. The status of the animals was monitored by daily general examination and body weight measurements. Food and water intake was also measured at alternate days. All mice were handled only in a level II biosafety hood to prevent bacterial contamination. Mice were sacrificed using a standardized protocol under Isoflurane (Fresenius Kabi Canada, Toronto, ON) anesthesia. The experiments were approved by the McMaster University animal ethics committee under the Animal Utilization Protocol #18-08-35.

### Antimicrobials intervention

The AMC was administered following a previously established protocol.^37,38^ Briefly, C57BL/6 males (*n* = 5) and females (*n* = 5) received a mixture of non-absorbable antimicrobials (neomycin 5 mg/mL, bacitracin 5 mg/mL, and pimaricin 1.25 microg/mL) in their drinking water for 1 week. For the preparation of antimicrobials mixture, neomycin and bacitracin were weighted and stirred in water for 30 min to fully dissolve the powdered antimicrobials before adjusting the pH. At the end, pimaricin was added to the mixture. The antimicrobials were prepared fresh every 48 h.

### Dietary interventions

Two different diets were used for our dietary intervention experiments: a high-fat/high-sugar diet (HFHSD) and a high salt diet (HSD). The protocol consisted of two separate groups of mice (*n* = 5 males and 5 females each) that were fed either HFHSD or HSD for 1 week. The HFHSD was composed of Kcal%: Carb, 35; Fat, 45; Fiber, 0.0 (Prot, 20, # D12451, Research Diets, New Brunswick, NJ), and the HSD was the same as the control diet administered during the baseline period but supplemented with 4% NaCl (TD.130834) ordered from Envigo, Teklad, WI USA. Both groups were administered regular sterile drinking water during the intervention periods.

### Mild repeated restraint stress

Both male and female mice were divided into two groups consisting of a control group (*n* = 4 males and 4 females) and stress group (*n* = 3 males and 4 females). The mice from the stress group were placed in a plexiglass restrainer for 30 min daily, at a fixed time of the day, for 8 days. The restrained mice were placed in a new cage and were positioned in the restrainers in a way that allowed minimal to no movement but a continued supply of oxygen. Following the stress cycle, mice were transferred back to their home cage and were left undisturbed for the rest of the day. Fecal pellets were collected from both groups every day for the course of the experiment. NIH Swiss mice were used as they have been previously shown to be more sensitive to stress than other mouse strains.^72^

### Assessment of overt inflammation using myeloperoxidase (MPO) activity following HSD

A separate group of mice (*n* = 5 males and 5 females/timepoint; total mice = 30) followed the same HSD protocol as mentioned above but were sacrificed at the end of every timepoint (baseline, intervention, and recovery). After sacrifice, the entire colon was removed, and tissue samples were snap-frozen in liquid nitrogen for assessment of MPO activity as described previously.^73^ The MPO activity was expressed in units/milligrams of tissue. Outliers were removed wherever appropriate.

### Mouse β-defensin-3 Enzyme Linked Immuno-Sorbent Assay (ELISA)

Mouse β-defensin-3 were measured by ELISA (MyBioSource, MBS034940, San Diego, CA, US) according to manufacturer’s instructions. Briefly, each sample was separately weighted, and PBS was added accordingly (10 µl/mg of sample). Then, samples were mechanically homogenized with 3.0 mm ceramic beads (Sigma, USA) in a bullet homogenizer (Next Advance, NY USA). The samples were homogenized for 10 min at maximum speed, followed by centrifugation at 3000 rpm for 20 min. The supernatants were then collected and loaded on the ELISA plate with blanks and standards. Each sample was run in duplicate. Optical density was read at 450 nm using ELx808 absorbance reader (BioTek, Winooski, VT, USA), and the results were expressed in pg/ml.

### DNA isolation and 16S rRNA illumina sequencing

Fecal samples were chosen for Illumina sequencing of the16S rRNA gene, at baseline, day 1 and day 7, during intervention at day 15 and at the end of recovery period at day 21. Fecal samples were homogenized and processed to extract DNA based on previously described protocols.^19,48^ Polymerase chain reaction (PCR) amplification of the hypervariable 3 (V3) region of the 16S rRNA gene was performed as previously described.^74,75^ Purified PCR products were sequenced using the Illumina MiSeq platform at the McMaster Genomics facility. Isolated gDNA saved from the Illumina sequencing protocol was used to quantify bacterial load using RT-PCR. Briefly, gDNA was collected using one fecal pellet per time point. Amplifications were performed on Step one plus real-time PCR system (BioRad, ON, CA) (95°C for 10 min, followed by 40 cycles of 95°C for 15 s, 55°C for 40 s and 62°C for 60 s) using SYBR Green-based PCR master mix (Applied Biosystems) and the following primers 926 F (5’ AAA CTC AAA KGA ATT GAC GG) at *E. coli* position 908–926 and 1062 F (5’ CTC ACR RCA CGA GCT GAC) at *E. coli* position 1081–1064 targeting regions V6-V8, as described previously.^76^ Samples were run in duplicates, and data were normalized with reference to baseline (day 1 and day 7) timepoint measurements and analyzed using the two-ΔCt method. A melting analysis was also carried out following the last cycle of each amplification to confirm the amplification specificity. For each experimental group (AMC, HFHSD, HSD), a standard curve with efficiency between 91% and 100% was run together with the samples, as stated earlier.^19^

### 16S rRNA processing and analysis/16S Ribosomal RNA gene analysis

All sequences obtained following sequencing were processed using Cutadapt to trim and filter adapter sequences and PCR primers from the raw reads with a minimum quality score of 30 and minimum read length of 100 base pairs, as previously described.^19^ Further, denoising Algorithm 2 (DADA 2) package in R was used to align the paired-end sequences and perform all the subsequent quality filtering and removing chimeras.^77^ Taxonomy was assigned using the Silva reference database.^78^ ASVs not assigned to bacterial genera or assigned to either mitochondria or chloroplast were removed from analysis. Any ASVs identified as chimeric by de novo detection in DADA2 R package were removed. Mouse samples had an average of 69,846.46 reads per sample after filtering, ranging from 11,055 to 171,477 reads per sample. The analysis was performed by merging all Illumina runs, running all analyses together and then sub-setting the samples according to each experimental group used in the study when required. Phyloseq and vegan packages for R, version 4.1.1 (R foundation for Statistical Computing) were used for statistical analyses. Following the filtering of non-bacterial taxa from samples, principal coordinate analysis (PCoA) was performed using the Bray-Curtis and Aitchison Distance matrices to evaluate beta-diversity. Statistical differences in beta-diversity between the experimental groups were analyzed using the ADONIS2 function in the vegan package. Reads from baseline and days 1 and 7 were combined and considered as a single baseline timepoint. To evaluate differences in alpha diversity, Shannon diversity was employed in the absence of rarefaction. Differences in alpha diversity were assessed using one-way ANOVA with FDR correction for multiple comparisons using Dunn’s test. The identification of any differentially abundant bacterial taxa associated with baseline, intervention and recovery periods was conducted using the ANCOM-BC package,^79^ after filtering the dataset to remove any ASVs with a frequency of less than 4 in at least 10% of the samples and converting the absolute abundance to relative abundance. The samples were then aggregated at the genus level, merging bacteria belonging to the same strain into a single entity. Statistical significance on differentially abundant taxa between groups was corrected for multiple comparisons using false discovery rate (FDR). False discovery rate with a Q value of 0.05 was used for the multiple testing of bacterial taxa. Color intensity on heatmaps was generated by using z-scores calculated relatively within each data set (bacteria). PCoA plots, heatmaps and diversity box plots were plotted using phyloseq, vegan and ggplot packages for R or using GraphPad Prism version 9.

### Gene expression analysis

RNeasy Mini Kit (Qiagen, Germany) was used to extract and purify total RNA from whole colonic tissue samples according to manufacturer’s instructions. Additional steps were performed during purification to remove DNA traces from the samples using the RNease-Free DNase Set (Qiagen). A custom Code Set panel that included 68 genes related to immune, gut barrier, and neurobiology functions was run according to the manufacturer’s instructions (NanoString Technologies Inc., Seattle, WA, USA), and data were analyzed with nSolver 4.0 software (Nanostring Technologies Inc.). The log2 ratios built from the data obtained were then plotted as volcano plots and represented as heatmaps.

### Data analysis

Statistical analysis was carried out using GraphPad Prism 9 (GraphPad Software, La Jolla, CA, USA), and R (version 4.1.1). Statistical comparisons were performed using one-way ANOVA, two-way ANOVA, Kruskal−Wallis, Mann−Whitney or unpaired *t*-test, as appropriate. Dunn’s test or Benjamini, Krieger and Yekutieli were used, when performing post hoc tests for multiple comparisons. A non-parametric Spearman rank test followed by FDR corrections was used when performing correlations. Two-tailed statistical tests were used. A p-value of less than 0.05 was considered to be statistically significant.

## Supplementary Material

Supplemental Material

## Data Availability

The raw 16S rRNA sequences and the gene expression data have been deposited at NCBI under the umbrella BioProject PRJNA935320. Individual public projects under this BioProject are SRA BioProject (PRJNA932045) and Geo BioProject (PRJNA934868). Supplemental data that supports the findings of this study can be accessed online at https://doi.org/10.6084/m9.figshare.23116457.v1.

# Supplementary material for: Alterations in fecal β-defensin-3 secretion as a marker of instability of the gut microbiota
**Source:** Gut Microbes. 2023 Jul 18;15(1):2233679. doi: 10.1080/19490976.2023.2233679
**Supplement:** Supplemental Material

*Supplemental online material*

**Alterations in fecal β-Defensin-3 secretion as a marker of instability of the gut microbiota**

**Zarwa Saqib^1^,** Giada De Palma^1^, Michael Surette^1^, Premysl Bercik^1^, and Stephen Michael Collins^1*^

**Supplementary Figure 1. The nature of changes in net bacterial composition and β-defensin-3 levels in male and female mice is dependent on the process underlying the induction of dysbiosis.** a) PCoA plot based on a Bray Curtis distance matrix analysis of the fecal microbiota composition on specific days over the course of the experiment in AMC treated males and females. b) Composite of mean changes in β-defensin-3 secretion during the 3 experimental timepoints in AMC treated male and female mice. Values are presented as box-whisker plot with the median in the centre line and whiskers extending from 10^th^ -90^th^ percentile. c) PCoA plot based on a Bray Curtis distance matrix analysis of the fecal microbiota composition on specific days over the course of the experiment in HFHSD treated males and females. d) Composite of mean changes in β-defensin-3 secretion during the 3 experimental timepoints in HFHSD treated male and female mice. e) PCoA plot based on a Bray Curtis distance matrix analysis of the fecal microbiota composition on specific days over the course of the experiment in HSD treated males and females. f) Composite of mean changes in β-defensin-3 secretion during the 3 experimental timepoints in HSD treated male and female mice. Community composition based on each intervention used was compared by ADONIS2 with 999 permutations. Each dot in each intervention timepoint on PCoA plot represents the bacterial microbiota of an individual mouse. Statistical differences in β-defensin levels were calculated using 2-way ANOVA (non-parametric) followed by FDR testing for multiple comparisons. *n* = 4-5 mice/group. *p* < 0.05 was considered significant. Males are represented by triangles and females by circles.

**Supplementary Figure 2. No changes in bacterial load were associated with interventions in all experimental groups.** a) Changes in bacterial load before, during and after AMC intervention in male and female mice. b) Changes in bacterial load before, during and after HFHSD in male and female mice. c) Changes in bacterial load before, during and after HSD in male and female mice. Data was normalized in reference to baseline days 1 and 7 measurements. Statistical differences between groups were evaluated using 1-way ANOVA (non-parametric) followed by Dunn’s test for both males and females. Values are presented as box-whisker plot with the median in the center line and whiskers extending from 10-90^th^ percentile; *n* = 5 mice/group with *p* < 0.05 considered significant.

**Supplementary Figure 3. Mild repeated restraint stress does not alter microbiota composition or modulate fecal β-defensin-3 secretion in mice.** a) Changes in bacterial diversity following mild repeated restraint stress (stress) or no stress (control) as evaluated using the Shannon diversity index. b) Time-course graph showing fluctuations in fecal β-defensin-3 values in mice over the course of the experiment. Time points chosen for microbiota analysis are shown with arrows. c) Composite of mean changes in β-defensin-3 secretion in both control and stress mice. Data is presented as median with interquartile range and whiskers extending from 10^th^ to 90^th^ percentile. Statistical differences in mice β-defensin-3 levels were calculated using unpaired, two-tailed T test followed by Mann-Whitney statistical analysis. d) Composite of mean changes in β-defensin-3 secretion in both control and stress mice based on sex. Data is presented as median with interquartile range and whiskers extending from 10^th^ to 90^th^ percentile. Statistical differences in mice β-defensin-3 levels were calculated using one-way ANOVA. e) Correlation between changes in alpha diversity values and defensins secretion in mice during the course of the experiment. Red symbols represent associations between stress mice alpha diversity and β-defensin-3 levels, while black symbols represent associations between control mice alpha diversity values and β-defensin-3 levels. Correlations were generated using Spearman rank index. *p* < 0.05 was considered significant. Control group: *n= 4* males; *n= 4* females. Mild Restraint Stress group: *n= 3* males and *n= 4* females.

**Supplementary Figure 4. Differentially abundant bacterial taxa (genus) in male and female mice before, during and following antimicrobial cocktail intervention**. Heatmap of all the differentially abundant taxa (aggregated at genus level) in male and female mice evaluated using ANCOM-BC. Prior to taxonomic analyses, the dataset was filtered to eliminate ASVs with low read counts following which data was transformed to relative abundance and then aggregated at the genus level. Statistical significance on differentially abundant taxa between groups was corrected for multiple comparisons using FDR (*q* <0.05). Color intensity on heatmaps was generated by using z-scores calculated based on relative abundance of each bacterial taxa. B represents Baseline; T represents Intervention and R represents Recovery.

**Supplementary Figure 5. Differentially abundant bacterial taxa (genus) in male and female mice before, during and following high fat/ high sugar diet intervention**. Heatmap of all the differentially abundant taxa (aggregated at genus level) in male and female mice evaluated using ANCOM-BC. Prior to taxonomic analyses, the dataset was filtered to eliminate ASVs with low read counts following which data was transformed to relative abundance and then aggregated at the genus level. Statistical significance on differentially abundant taxa between groups was corrected for multiple comparisons using FDR (*q* <0.05). Color intensity on heatmaps was generated by using z-scores calculated based on relative abundance of each bacterial taxa. B represents Baseline; T represents Intervention and R represents Recovery.

S**upplementary Figure 6. Differentially abundant bacterial taxa (genus) in male and female mice before, during and following high salt diet intervention**. Heatmap of all the differentially abundant taxa (aggregated at genus level) in male and female mice evaluated using ANCOM-BC. Prior to taxonomic analyses, the dataset was filtered to eliminate ASVs with low read counts following which data was transformed to relative abundance and then aggregated at the genus level. Statistical significance on differentially abundant taxa between groups was corrected for multiple comparisons using FDR (*q* <0.05). Color intensity on heatmaps was generated by using z-scores calculated based on relative abundance of each bacterial taxa. B represents Baseline; T represents Intervention and R represents Recovery.

**Supplementary Figure 7. Taxonomic differences in the fecal microbiota among all the animal models.**Bar plots showing the relative abundance and distribution of the top 5 most abundant microbial phyla specified at genus level present in the individual timepoints. The less abundant phyla are grouped under the “Other” category; shown in grey. For simplification, the less abundant genus of each top 5 phyla is grouped as “Other”. *n= 10* mice/ intervention group (AMC, HFHSD, HSD); and *n= 8* mice/ control group and *n= 7* mice/ stress group.

**Supplementary Table 1.** p and R^2^ (group- variance) values based on the ADONIS2 statistical analysis of the Bray Curtis- distance metric (top) and Aitchison distance metric (bottom) on the effect of antimicrobials, high-fat/high sugar diet and high salt diet on fecal microbiota composition in male and female mice.

How the deposited data were processed for this re-analysis (not part of the article)

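The data are NanoString nCounter measurements of RNA from whole colon of mice given a control or a high salt diet for 1 week. There were 8 pools of RNA, 4 per diet, with 3 or 2 mice in each. Each pool was mapped to its diet, sex and mice from the sample labels. All 8 columns of the deposited table were used.

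The deposited values are a signal that the authors made with the nSolver software: normalized counts for 71 genes and unscaled whole counts for 12 control probes. The settings of background and normalization are not given in the sources used here. From the values, the authors' scaling made the geometric mean of Gapdh, Gusb and Pgk1 equal in all pools, and low values were replaced by the geometric mean of the 6 negative controls of the pool. This floor was not scaled with the genes, so it stands for different numbers of counts in different pools. In each pool a fixed step was found of which all 487 values above the floor are whole multiples within a tolerance of 0.006, which gives the counts behind them. The 81 values at the floor give only an upper bound on the count. Intervals on recovered counts are exact Poisson intervals and cover counting error only.

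The 68 target genes were compared between diets with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on log2 of the deposited value plus 1, with diet as the factor and Benjamini-Hochberg adjustment over the 68 genes at a threshold of 0.05. T-bet, Il17a and the other named genes also have two-sided exact permutation tests over the 70 assignments of the 8 pools, whose smallest p is 0.0286. Gene lists were tested with fry in limma, which asks whether the genes of a list move, on balance, in a common direction, with adjustment over 8 lists. The lists, tests, most alternatives and the rule for named genes were fixed before the data were examined. The rule names T-bet and Il17a, every gene past an adjusted p of 0.05, the 12 genes with the smallest unadjusted p, and of each list the 2 genes with the highest and the 1 with the lowest log2 fold change, and it gave 25 genes besides the reference genes. The fold changes and p-values of these genes in the paper's supplementary table had been seen when the rule was written. That table comes from the same measurements, so the rule, and possibly the lists, were not blind to the results. Genes are named as on the panel. Of the 71 names, 47 match a symbol of the RefSeq table for GRCm38.p6, 14 match a synonym of a single gene, 1, P75, is a synonym of both Ngfr and Tnfrsf1b, and 9 match none. No coordinates are given, since no genome build is named for the panel.

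The difference between sexes was tested in limma with diet as a covariate, and whether the effect of diet differs by sex with an interaction term. No count model was run on the pools as such, because the deposited values are normalized and floored. The alternatives were rescaling to the reference genes, centring on the median, other pseudocounts, a minimum mean value of 20, sex or the pool's mouse numbers as a term, weights by the number of mice, another variance model, the methods' unpaired test, camera with an estimated correlation, and leaving out each pool in turn. Alternatives chosen after seeing the data were a common floor, only genes above the floor in all pools, voom on recovered counts, the methods' test without a pseudocount, and leaving out both pools of male mice 1, 2 and 3.

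The limma fit was tested on simulated values for the same 68 genes with their means and spreads, 18 of them changed in each of 50 runs. At an adjusted p under 0.05 it recovered 30.3% of genes changed by 1 on the log2 scale, 74.7% of those changed by 2 and 93.0% of those changed by 3, and called 1.16% of unchanged genes. The simulated values had no floor and were independent between genes. With 18 of 68 genes changed, the adjusted threshold is easier to pass than with few changed genes. The rates also average over genes of different spread. They may thus be too high where few genes change, and for genes that vary widely between pools. In the data 21 of the 68 genes were at the floor in at least 1 pool, so these rates may not hold for them. The recovered totals differed 12.5-fold between pools, from 13574 to 169300 counts, and genes of a few counts carry the least precise values. Myeloperoxidase activity, the microbiota and defensin measurements were not analysed here. Other steps used Python 3.11.15, pandas 2.3.3 and scipy 1.17.1.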

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

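The tests of explanations in this part, the splits of the pools for the gene list, the common floor and the restriction to genes above the floor were chosen after the results were seen.

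T-bet was listed higher on the high salt diet, but in 0 of the 4 male pools did it lie above the floor, so the male difference of 0.93 on the log2 scale is the difference between floors. The female high salt pools held 7 recovered counts together, and the floors of the female control pools can hide up to 4. Against 4 hidden counts the exact binomial p is 0.542 and against 0 it is 0.0153. Both cover counting error only and leave out the spread between pools. For the female pools an effect of diet and the floor thus cannot be told apart, because the counts are too few.

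I-FABP, Muc2, Reg3g and Tlr2 differed between pools, by log2 ranges of 3.76, 4.22, 4.43 and 3.01, and in each of them the control pool of male mice 1, 2 and 3 was the highest of its diet and their high salt pool the lowest, by a small gap in Muc2 (21934 against 26688 to 53516). A varying share of epithelium would move Cdh1 and Tff3 as well, and the larger of their ranges was 0.905, which argues against it. Small intestinal tissue would bring Paneth cell genes, but Lyz1 was lowest, at 205.6, in the control pool of male mice 1, 2 and 3, where I-FABP was 2873, against 340.4 to 589.8 in the other control pools, which goes against it in that pool; it stays open for the pattern, since Defcr1 lay above the floor in only 1 of the 8 pools and the level of Lyz1 in all pools would hide a small share. With the labels of the 2 pools exchanged limma gave 8 genes at an adjusted p under 0.05, the highest of the 35 splits, but the pools were noticed from these same values, so this count restates the pattern and is no independent evidence of an exchange. The log2 fold changes of I-FABP, Muc2, Reg3g and Tlr2 were 3.24, 3.07, 2.92 and 2.08 in females and 0.85, 0.39, 1.02 and 0.71 in males. In none of them did the interaction of diet and sex pass an adjusted p of 0.05 in limma (0.481 to 0.880). No gene on the panel marks diet independently of the pattern. Exchanged labels thus cannot be told apart from mice that differed within a diet, or from an effect of diet with wide spread or one that differs by sex.

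The 4 markers of small intestine and Paneth cells, which the paper does not discuss, had a mean log2 fold change of 1.31 on the high salt diet with a fry adjusted p of 0.0325 (0.00873 to 0.313 over the alternatives). It was the list with the smallest fry p of the 8, and a smallest p as low as its 0.00406 was reached by 1 of 35 splits, the real one (lowest other 0.00496). The list holds Defcr1, however, at the floor in 7 of the 8 pools, and with the common floor 4 of 35 splits gave a smallest p as low as the real one (0.0184, lowest other 0.00394). With only genes above the floor in all pools 7 of 35 did (0.0293, lowest other 0.000396), so chance in the grouping is not excluded. The call was lost, among other alternatives, with the common floor (fry adjusted p = 0.147) and with only genes above the floor (0.234). It was also lost with sex as a covariate (0.0523), with the replicate block (0.183), and when any pool of mice 4 and 5 was left out (0.111 to 0.134). In camera, which compares the list with the other genes, the adjusted p was 0.313.

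Tlr2 was 101.1 in the high salt pool of male mice 1, 2 and 3, against 227.7 to 266.9 in the other high salt pools. Il22ra2 was at the floor, 1.59, in the high salt pool of female mice 1, 2 and 3, against 19.98 to 27.88 in the other high salt pools. These were the 2 of 50 groups of 4 pools, those of the named genes, with a single pool far from the others, and chance alone would give about 2.5. The negative control probes, which the paper does not report, summed to 56 counts in the high salt pool of male mice 1, 2 and 3 and to 46 in that of male mice 4 and 5, the pools with the most recovered counts, against 10 and 16 in the female high salt pools and 11 to 29 in the control pools.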

How the results depend on the processing

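Chosen after seeing the data were the common floor, the restriction to genes above the floor in all pools, voom on recovered counts, the methods' test without a pseudocount, and leaving out both pools of male mice 1, 2 and 3, which were picked from their values, so that the counts without them are no independent evidence. A gene is called here at an unadjusted p under 0.05, the wider of the limits in the legend of Figure 4b, and a list at a fry adjusted p under 0.05. Where no cause is named, the cause was not tested. Rescaling to the reference genes moved nothing, since the values were already scaled so. A count model, planned for raw counts only, was not run. Depth limits the genes of few counts, and 21 of the 68 were at the floor in at least 1 pool. T-bet and Il17a have no value with the minimum mean of 20, in voom or with only genes above the floor.

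Between diets, limma gave 5 genes at an adjusted p under 0.05 without the control pool of male mice 1, 2 and 3 and 6 without both pools of these mice, and 0 in every other alternative (0 to 5 with each pool left out). At the unadjusted threshold the 3 genes became 1 with the minimum mean, the replicate block, the methods' test with or without a pseudocount, the common floor and voom, 5 with weights by mice, and 12 without both pools of male mice 1, 2 and 3. With each pool left out they were 2 to 8: 8 without the control or without the high salt pool of male mice 1, 2 and 3, and 5 without the high salt pool of female mice 4 and 5. At an unadjusted p under 0.01, the narrower limit, the 0 genes became 1 with median centring, no pseudocount, weights by mice and the methods' test with or without a pseudocount, 7 without both pools of male mice 1, 2 and 3, and 0 to 5 with each pool left out (5 without the control and 1 without the high salt pool of these mice). T-bet kept its call with each pool left out. Its call was lost with median centring (1.00), a pseudocount of 10 (0.37) and the common floor (0.11). The common floor removes the differences between floors, but it also overwrites the measured value of the high salt pool of female mice 4 and 5. What is left rests on the high salt pool of female mice 1, 2 and 3.

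The small intestinal list kept its direction and lost its call with median centring (1.27), the minimum mean and the restriction to genes above the floor (both 1.35), sex as a covariate, the replicate block and camera (each 1.31), weights (1.19), the common floor (1.13) and voom (1.39). With each pool left out it was 1.13 to 1.597, without a call when any pool of mice 4 and 5 was left out. The mucosal defence list gained a call without both pools of male mice 1, 2 and 3 (1.20) and without their control pool (0.71 to 1.05 with each pool left out). Values without a call that turned sign with a pool left out were Il17a (-0.48 to 0.081), Il23r (-0.059 to 0.42), MMP9 (-0.011 to 0.87), SEMAPHORIN (-0.038 to 0.52), Lyz1 (-0.28 to 0.22), the myeloid list (-0.22 to 0.25) and the neuronal list (-0.072 to 0.19). Lyz1 also turned with median centring (-0.003) and without both pools of male mice 1, 2 and 3 (-0.44), and Il23r (-0.071) and the neuronal list (-0.0013) with the common floor. Between sexes limma gave 1 gene at an adjusted p under 0.05 with a pseudocount of 10 and with the minimum mean, and 0 to 7 with each pool left out, with 7 without the control pool of female mice 4 and 5. The interaction of diet and sex gave 0 genes in the 5 alternatives run for it.

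Pools of the 2 diets share mouse numbers. Uncentred, same-numbered pools correlated at 0.956, 0.948, 0.896 and 0.923 across genes. With each gene centred within its diet, which removes the differences in level between genes, these correlations were -0.518, 0.111, 0.157 and -0.311. Of the 4 control pools, 0 correlated best with its own number. With 4 pairs this cannot exclude that same-numbered pools were handled together. Both pools of female mice 1, 2 and 3 had the lowest total of their diet (13574 and 26893). The highest totals, however, were in pools of different numbers (74270 in control male mice 1, 2 and 3, 169300 in high salt male mice 4 and 5). The replicate block left the adjusted count at 0 and moved the unadjusted count to 1.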

Differences from the paper's values

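The common floor, voom on recovered counts, the restriction to genes above the floor, the methods' test without a pseudocount and leaving out both pools of male mice 1, 2 and 3 were chosen after seeing the values.

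The legend of Figure 4b marks genes at an unadjusted p under 0.01 and from there to 0.05. At a p under 0.01 the paper's supplementary table holds 1 of the 68 genes, T-bet, and limma gave 0. Of the alternatives set before the data were examined, no pseudocount, weights by mice and the methods' test gave 1 gene, T-bet, while median centring, and leaving out the high salt pool of male mice 1, 2 and 3, gave 1 gene, I-FABP. The others gave 0, except 5 without the control pool of male mice 1, 2 and 3. The methods' test without a pseudocount, chosen after seeing the values, also gave T-bet alone and dropped 0 of the paper's called genes.

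At an unadjusted p under 0.05 the paper's supplementary table holds 1 of the 68 genes, T-bet, and limma gave 3, with I-FABP and Tlr2 beside T-bet. Of the alternatives set before the data were examined, the methods' test, the replicate block and the minimum mean of 20 gave 1 gene, which was T-bet in the first and second and I-FABP in the last, where T-bet was not tested. The other alternatives set before gave 2 to 5 genes, and 2 to 8 with each pool left out. The methods' test without a pseudocount, chosen after seeing the values, gave 1 gene, T-bet, and dropped 0 of the paper's called genes. Its log2 ratio of T-bet was 1.31 and its p 0.00815, where the paper gives 1.31 and 0.0081, and over the 68 genes its log2 ratios lay within 0.01 of the paper's table. The common floor and voom, chosen after seeing the values, gave 1 gene, I-FABP. The common floor dropped the paper's 1 called gene, T-bet, while in voom T-bet was not tested.

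The paper states that T-bet was differentially expressed and higher on the high salt diet. It was listed higher in 4 of 4 high salt pools than in each control pool, its adjusted p in limma was 0.514, and it lay above the floor in 2 of the 8 pools.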

Other observations

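The comparison of sexes, the interaction and the splits of the pools by diet were set before the data were examined, and the splits by sex, and the choice to name P75, after.

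The panel holds genes of the enteric nervous system, which are not named in the paper's text. Of 7 genes of enteric glia and neurotrophic factors, 7 had a positive log2 fold change on the high salt diet and none passed the test, over all genes or adjusted over the list alone (mean 0.46, fry adjusted p = 0.649). GDNF, a growth factor for enteric neurons, had 1.17 (standard error 0.649), SOX10, a transcription factor of glia, 0.59 (standard error 0.662), and SEMAPHORIN 0.19 (standard error 0.434). With each pool left out, GDNF ran from 0.77 to 1.66, SOX10 from 0.15 (without the high salt pool of female mice 1, 2 and 3) to 1.11 (without their control pool) and SEMAPHORIN from -0.038 (without the same high salt pool) to 0.52. Of 17 genes of neurons, neuropeptides and transmitter receptors, 8 had a positive and 9 a negative log2 fold change, and none passed the test, over all genes or adjusted over the list alone (mean 0.07, median -0.045, fry adjusted p = 0.744). The heat and capsaicin receptor trpv1 had 0.98 (standard error 0.564) and the neuropeptide NPY, at the floor in 4 of 8 pools, -0.88 (standard error 0.625), and with each pool left out trpv1 ran from 0.73 to 1.56 and NPY from -1.42 (both ends farthest from 0 without the control pool of male mice 1, 2 and 3) to -0.41 (without that of female mice 1, 2 and 3). CGRP and the glutamate receptor subunit NR2B had 0.81 and 0.75, but CGRP was at the floor in 7 pools and NR2B in 4.

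Between males and females, over both diets, the gene with the smallest p was P75, listed here among glial genes as the neurotrophin receptor Ngfr, although the panel name is also a synonym of Tnfrsf1b and the gene is not settled. It was 63.9 ± 8.23 (SD, n = 4 pools) in females and 27.3 ± 3.83 (SD, n = 4 pools) in males, with each of the 4 female pools above each male pool. Its log2 difference was 1.20 (standard error 0.243, limma adjusted p = 0.0711). SOX10 was higher in females by 1.68 on the log2 scale (standard error 0.405, limma adjusted p = 0.101), with each female pool above each male pool. Of the 7 genes of the glial list, P75 included, 7 had a higher mean log2 value in females, none passed the test over all genes, and 2, P75 and SOX10, passed it adjusted over the list alone (fry adjusted p = 0.328). Over the 68 genes limma gave 0 at an adjusted p under 0.05 and 9 at an unadjusted p under 0.05, of which 8 were higher in females. Without the control pool of female mice 4 and 5 it gave 7 at the adjusted threshold. On each diet, both male pools had more recovered counts than both female pools. The control totals were 74270 and 45545 in males against 13574 and 41693 in females. The high salt totals were 152885 and 169300 in males against 26893 and 65377 in females. A difference between sexes thus cannot be told apart from a difference in depth. The 18 splits with 2 pools of each diet on each side are too few for a share under 0.05. At the adjusted threshold the real split gave 0 genes, which all 18 reach whatever the data, so nothing follows from it (highest other 7). At the unadjusted threshold 2 gave at least 9 genes (highest other 19).

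The effect of diet differed between sexes for 0 genes at an adjusted p under 0.05 and for 6 at an unadjusted p under 0.05 in limma. Of these, TAAR1 was at the floor in 7 of the 8 pools, GABAA in 6, NPY in 4 and 5HT in 2. TAAR1 and GABAA were at the floor in every male pool, so their male log2 fold change of 0.93 is the difference between floors. Cldn2 and Muc2 lay above the floor in all pools. The smallest p was that of Cldn2, with a log2 fold change of -2.42 in females and 0.48 in males (limma adjusted p = 0.246).

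Between diets, 18 of the 35 splits of the 8 pools gave at least the 3 genes of the real split at an unadjusted p under 0.05 (highest other 18), so chance cannot be excluded for this count. At an adjusted p under 0.05 and at an unadjusted p under 0.01 the real split gave 0 genes, which all 35 reach whatever the data, so nothing follows from it about chance (highest other 8 at both). At an unadjusted p under 0.05, 2 splits gave 18 genes, that of the diets with both pools of male mice 1, 2 and 3 exchanged, and that of both female high salt pools with the control pools of male and female mice 1, 2 and 3 against the other pools. This is several times the count of the real split, but the value expected by chance for the highest of 35 splits was not computed. The exchange was also noticed from these same values, so no conclusion about a structure of the pools is drawn.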
